# Characterization of the imprinting signature of mouse embryo fibroblasts by RNA deep sequencing

**DOI:** 10.1093/nar/gkt1042

**Published:** 2013-11-11

**Authors:** Diana A. Tran, Angela Y. Bai, Purnima Singh, Xiwei Wu, Piroska E. Szabó

## Abstract

Mouse embryo fibroblasts (MEFs) are convenient sources for biochemical studies when cell number in mouse embryos is limiting. To derive the imprinting signature of MEFs and potentially detect novel imprinted genes we performed strand- and allele-specific RNA deep sequencing. We used sequenom allelotyping in embryo and adult organs to verify parental allele-specific expression. Thirty-two known ubiquitously imprinted genes displayed correct parental allele-specific transcripts in MEFs. Our analysis did not reveal any novel imprinted genes, but detected extended parental allele-specific transcripts in several known imprinted domains: maternal allele-specific transcripts downstream of *Grb10* and downstream of *Meg3*, *Rtl1as* and *Rian* in the *Dlk1-Dio3* cluster, an imprinted domain implicated in development and pluripotency. We detected paternal allele-specific transcripts downstream of *Nespas*, *Peg3, Peg12* and *Snurf/Snrpn*. These imprinted transcript extensions were not unique to MEFs, but were also present in other somatic cells. The 5′ end points of the imprinted transcript extensions did not carry opposing chromatin marks or parental allele-specific DNA methylation, suggesting that their parental allele-specific transcription is under the control of the extended imprinted genes. Based on the imprinting signature of MEFs, these cells provide valid models for understanding the biochemical aspects of genomic imprinting.

## INTRODUCTION

Imprinted genes exhibit allele-specific transcription depending on parental origin of the chromosomes (1). Imprinted genes play important roles in development, and their monoallelic expression poses increased risk upon their damage or loss (2). Apart from protein-coding genes, imprinted long non-coding RNAs have important functions in regulating domain-wide imprinted expression (3–5) and imprinted small RNAs can modulate the transcription of non-imprinted genes (6–9). Parental allele-dependent expression of imprinted genes is ubiquitous in most cases but can also be tissue-specific and may depend on developmental stage (10). The number of imprinted genes in different mammalian species is around 100 (11). Over 1300 imprinted genes were reported in the mouse brain (12), but the validity of this finding is debated (13–15). Mouse embryo fibroblasts (MEFs) are convenient sources for biochemical studies. To assess the validity of this model system for studying genomic imprinting and potentially detect novel imprinted genes we derived the imprinting signature of MEFs, generated from reciprocal mouse crosses, using strand- and allele-specific RNA deep sequencing. We confirmed parental allele-specific expression of 32 known ubiquitously imprinted genes, detected extended allele-specific transcripts downstream of 8 known imprinted genes, but did not find any novel imprinted transcripts in MEFs.

## MATERIALS AND METHODS

### Generation of MEFs, mouse embryos and adult organs

JF1XOG2 (JXO) embryos were generated using the inbred JF1/Ms inbred strain (purchased from The Jackson Laboratory) and the TgOG2 (16) transgenic line (that has been maintained in our laboratory as a small stock since 2002) as mother and father, respectively. OG2XJF1 (OXJ) embryos were generated using the reciprocal mating. MEFs were derived from 13.5 dpc embryos using standard procedures. Briefly, the head and internal organs were removed from the embryo, and the remaining carcass was dispersed to single cell suspension by Trypsin digestion and trituration. The sex of the embryo was determined by the morphology of the gonad, which is clearly distinct at this stage. The cell suspension resulting from each embryo was plated on a 15 cm tissue culture dish and, after reaching confluence it was cryopreserved in five vials per embryo. Passage 2 or 3 was used for the RNA analysis. RNA was also prepared for allelotyping from organs of adult (8 weeks old) male and female mice resulting from JF1X129 and reciprocal 129XJF1 crosses from 129S1 and JF1 parental strains.

### RNA isolation

RNA was isolated using RNA-Bee (Tel-Test Inc.). DNAse I digestion was applied to remove DNA contamination. Ten microgram of total RNA was treated with the Ribominus kit (Life Technologies) to remove ribosomal RNA contamination.

### Deep sequencing

Sample preparation and deep sequencing was done from one JXO and one OXJ MEF line according to Illumina protocols with proper clean up between each step. Briefly, first-strand synthesis was done using Superscript II reverse transcriptase, dNTPs and the Illumina RNA seq library preparation kit. The enzyme was inactivated, and the dNTPs were removed. To enable strand-specific analysis, the second strand cDNA was labeled with dUTP before ligating the adapter. The second strand was synthesized using *Escherichia coli* DNA polymerase I and dATP, dGTP, dCTP, dUTP nucleotides in the presence of *E. coli* ligase and RNase H. Ends were repaired using ‘End It Enzyme mix’, and dATP 3′ overhangs were created using Klenow exo- and then R2 adapters were ligated to the double-stranded cDNA fragments. The second strand was degraded using USER™ (Uracil-Specific Excision Reagent) enzyme complex. Only the first strand was used as PCR template for paired-end deep sequencing. The read 1 sequences (F2R1 or R1F2) represent the antisense strand, and the read 2 (F1R2 or R2F1) sequences represent the sense strand of the RNA. The single-stranded cDNA containing the adapter was amplified by 15 cycles of PCR using two different index primers. Reads resulting from the JXO cross MEF started with the sequence ACTTGA (AC) and reads resulting from the OXJ cross MEF started with the sequence CCGTCC (CC). The two MEF samples were sequenced on half a lane each of the Illumina sequencer.

### Bioinformatics

Sequencing reads were aligned to the mm9 genome with Tophat v1.2.0 using default parameters with ‘-g 10’ to allow the reads to align to multiple loci. This is stricter than the default setting but still ensures that alternative exons are not excluded. Regions that are highly repetitive (more than 10 copies in the genome) will not be detected by this option. Aligned reads were used to generate pileup for each base with Samtools v0.1.18. The pileup reads were used to identify the single nucleotide polymorphisms (SNPs) that are present in either AC or CC with ≥80% alternative allele frequency (AF) and total coverage ≥10. Only bases with quality score ≥13 were considered. The reference allele and alternative alleles in either AC or CC samples were then counted for these candidate SNPs, and SNPs with ≥80% in both AC and CC were excluded. The *P*-value and odds ratio were calculated using Fisher’s exact test based on the coverage information of reference and alternative alleles in AC and CC samples, and *P*-value was adjusted by false discovery rate (FDR) method (17). Final SNPs were selected if FDR ≤0.05, and the reciprocal sample has alternative AF ≤20%. The SNPs were annotated with mm9 refseq database downloaded 05/05/12.

### Verification of imprinted expression by sequenom allelotyping

We designed multiplex sequenom allelotyping assays using the SNPs derived from the deep sequencing analysis, including known and putative imprinted genes. Sequenom allelotyping was performed as we described earlier (18) using cDNA from embryo and adult organs and MEFs. The primer sequences are listed in Supplementary Table S1.

### RACE analysis

We used SMARTer™ RACE cDNA amplification kit (Clontech) and primers 5′-TGGGTGGATCGTACCTCGGCCTAA-3′ and 5′-CCTGTGAAAAGCAAACTGAGGCGAGA-3′ to find the 3′ end of *Rian* and potential 5′ end of *Rian* extension, respectively. The 3′ end of *Rian* was correctly amplified, but no PCR product was obtained from the 5′ end of *Rian* extension. A 3-kb long PCR product was obtained between *Rian* and *Rian* extension, which was subcloned and verified by DNA sequencing.

### Methylated CpG island recovery assay and MIRA-SNuPE

The methylated fraction of sonicated genomic DNA from MEFs was captured using recombinant MBD2b and MBD3L1 proteins as described earlier (19). Parental allele-specific CpG methylation was measured using multiplex single nucleotide extension (SNuPE) by sequenom allelotyping assays (20). The primer sequences are listed in Supplementary Table S1.

### Chromatin immunoprecipitation and ChIP-chip

For chromatin immunoprecipitation, female and male GFP-negative somatic cells were used. These were collected by FACS from CF1XOG2 embryo gonads as described previously (21) based on *Pou5f1* promoter-driven EGFP expression in germ cells but not in somatic cells (16) using a MoFlo or Aria III flow cytometer. ChIP was performed as described previously (22,23). Chromatin from 400 000 cells was used for one ChIP. Custom-designed tiling arrays (110228_MM9_PS_ChIP), manufactured by Roche/NimbleGen, were used for the histone modification profile analysis. Amplified ChIP DNA fractions were compared with amplified input DNA. Data were extracted from scanned images by using NimbleScan 2.3 extraction software (NimbleGen Systems). Primary ChIP-chip data (22) had been deposited to GEO database with SuperSeries accession number GSE46954.

## RESULTS

### Deep sequencing of MEF RNA from reciprocal mouse crosses

To characterize the imprinting signature of MEFs, we performed allele-specific and strand-specific paired-end RNA deep sequencing using Illumina deep sequencer. To achieve high coverage of SNPs between the parental alleles we mated female inbred JF1/Ms (JF1) mice with male TgOG2 (OG2) transgenic mice (JXO cross), and by switching the parents we generated the reciprocal (OXJ) cross. The OG2 transgenic line was originally made by injecting (CBA/CaJ × C57BL/6J)F_2_ zygotes and subsequent breeding to homozygosity for the GOF18ΔPE-EGFP transgene (16). Both the CBA/CaJ and the C57BL/6J inbred strains belong to the *Mus musculus* domesticus subspecies. The genetically distinct JF1 inbred strain belongs to the *M. musculus* molossinus subspecies (24) and provides over 15 million SNPs compared to the C57BL/6J reference genome (25). We prepared RNA at early passage numbers (passage 2–3) from female 13.5 dpc JXO and OXJ embryos for deep sequencing.

Sequencing reads were aligned to the mm9 genome with Tophat v1.2.0. We obtained 95 517 702 and 117 618 284 total reads resulting 76 712 608 (80.3%) and 86 369 632 (73.4%) aligned reads from the JXO and OXJ MEFs, respectively. 

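The data analysed here are the RNA signal of 1 JXO and 1 OXJ MEF line, the cultured fibroblasts of a female 13.5 dpc embryo of each reciprocal cross, so every value below rests on 1 library per cross without replicates. RNA was depleted of ribosomal RNA, marked by strand with dUTP and sequenced from both ends of the fragments. The authors converted the aligned reads into read depth at each base of mm9 on either strand, scaled it to 50000000 aligned reads and deposited log2 of 1 plus that depth. When the scaling was undone with the aligned totals that the paper states, the depth was a whole number of reads at every base, with a largest relative deviation of 3.58e-14. The deposited tracks hold only part of each library. Signal covers 618 stretches, joined over gaps of up to 50 kb, with 63.7 Mb in total and 5837225 reads of JXO (7.61% of its aligned reads) and 5785447 reads of OXJ (6.70%). A base at 0 outside these stretches is therefore not a measurement of silence. Levels are given as mean scaled depth, that is, reads over a base per 50000000 aligned reads, where 1 read is worth 0.652 in JXO and 0.579 in OXJ. Their 95% intervals are exact Poisson intervals on pairs of reads, counted as 200 bases, and cover counting error only, not differences between embryos or cultures. The direction named forward in the tracks held the RNA of the (−) strand. Read this way, 604 of 641 protein-coding genes outside the imprinted lists (94.2%, Clopper-Pearson interval 92.1 to 95.9%) were higher on their annotated strand in JXO and 598 of 634 (94.3%, 92.2 to 96.0%) in OXJ. Bases that differ between JF1 and OG2 are not marked in the tracks, so the allele of origin was not analysed here.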

In total, 90.2% and 89.1% of the aligned reads were in the sense orientation along exons (coding and non-coding combined). 

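Most of the signal over exons lay on the strand of the annotated gene. Over all exons of the genes inside the stretches, coding and non-coding, 94.8% of the read bases were in the sense orientation in JXO (4367848 reads over exons) and 93.8% in OXJ (3419412 reads). JXO thus had 5.21% antisense signal over exons and OXJ 6.15%, a difference between these 2 libraries larger than their counting error (95% Clopper-Pearson intervals of the sense share 94.8 to 94.8% and 93.8 to 93.9%). Where exons of both strands overlap, sense and antisense reads cannot be assigned to 1 gene. Without those exons the sense share was 97.3% in JXO and 96.5% in OXJ. The deposited stretches hold 1718 of 37310 annotated genes, 939 of them protein coding, so these shares describe the genes that were kept.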

The aligned reads were used to generate pileup for each base with Samtools v0.1.18. The pileup reads were used to identify the SNPs that are present in either JXO or OXJ with ≥80% alternative AF and total coverage ≥10. The reference allele and alternative alleles in either JXO or OXJ samples were then counted for these candidate SNPs. SNPs with ≥80% in both JXO and OXJ were excluded. The *P*-value and odds ratio were calculated using Fisher’s exact test based on the coverage information of reference and alternative alleles in the JXO and OXJ samples, and *P*-values were adjusted by FDR method (17). A total of 1247 predictive (TRUE) SNPs (Supplementary Table S2) were selected based on the following cutoff criteria: the FDR in one sample was <0.05 and the reciprocal sample had an alternative AF <20%. Out of the 1247 TRUE SNPs, 813 and 434 SNPs qualified in the JXO and OXJ MEFs, respectively. The number of SNPs below this cutoff (FALSE) was 17 858 total (11 800 in JXO and 6058 in OXJ MEFs).

There is a substantial discrepancy between the numbers of TRUE SNPs in the two crosses. This is due to our method of identifying SNPs. The JXO and OXJ datasets were complementary: one cross was used for calling each TRUE SNP (alternative JF1 allele is in abundance), and the other cross was used to confirm it (alternative JF1 allele is in minority). As one can see from Supplementary Table S2, the JXO cross has revealed maternally expressed imprinted genes and the OXJ cross confirmed them. On the other hand, the OXJ cross has revealed paternally expressed imprinted genes and the JXO cross confirmed them. Therefore, the number of TRUE SNPs in the JXO or OXJ cross, respectively, only depends on the number of maternally or paternally expressed imprinted transcripts, respectively, and the number of SNPs along their lengths.

### Confirming known imprinted genes

The SNPs were annotated with mm9 refseq database. Of 1251 TRUE SNPs, 861 mapped to 32 known imprinted genes (Table 1), many of these are known ubiquitously imprinted. Transcription was found in the correct DNA strand (Table 1; Supplementary Table S2). For example *Igf2* and *Igf2as* transcripts occurred from (−) and (+) DNA strands, respectively. 

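Within 500 bp on either side of the representative SNP, 31 of the 32 imprinted transcripts had more signal on the strand of Table 1 than on the other strand in both libraries (Clopper-Pearson interval of the share 83.8 to 99.9%). They include the non-coding RNA *H19* on (−), with 97.0% of its signal on that strand in JXO and 95.9% in OXJ, the growth factor receptor adaptor *Grb10* on (−) with 99.3% and 98.4%, and the non-coding RNAs *Meg3* on (+) with 97.6% and 96.5% and *Airn* on (+) with 96.7% and 96.9%. No read was found on the other strand around *Snrpn*, *Snurf*, *Nespas* and *D7Ertd715e* in either library. The exception was *Blcap*. Its SNP on chromosome 2 lies in an intron of *Blcap* on (−) and in an exon of *Nnat* on (+), and only 13.7% of the signal in JXO (95% interval 10.6 to 17.4%) and 19.7% in OXJ (14.8 to 25.0%) was on (−). The exons of *Blcap* had a level of 59.2 and 39.6 on (−) in JXO and OXJ. *Nnat*, a neuronal proteolipid gene that lies inside this intron, had 86.9% and 80.9% of the signal around its own SNP on (+). The windows of *Nnat* and *Blcap* are nearly the same but are scored for opposite strands. These transcripts could therefore hardly both have more signal on their own strand, and the failure of *Blcap* decides little. *Snrpn* and *Snurf* share a SNP and a window, so that measurement is counted under both names. The interval of 83.8 to 99.9% takes all 32 transcripts as independent, which they are not. Among the 30 transcripts other than *Blcap* and *Nnat* the share ran from 95.1% at *Peg3* to 100% in JXO. In OXJ the share ran from 94.3% at *Asb4* to 100%. The medians were 98.0% in JXO and 97.2% in OXJ. When strands were compared by the share of bases covered, 30 transcripts were on their strand in both libraries, *Nnat* and *Blcap* changed sides by narrow margins, and *Grb10* was covered alike on both strands in OXJ. One-sided signal was the rule in these libraries, since 97.0% of 11647 transcribed 1 kb windows in JXO and 97.7% of 10321 in OXJ had at least 80% of their signal on 1 strand.

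**Figure D1:**
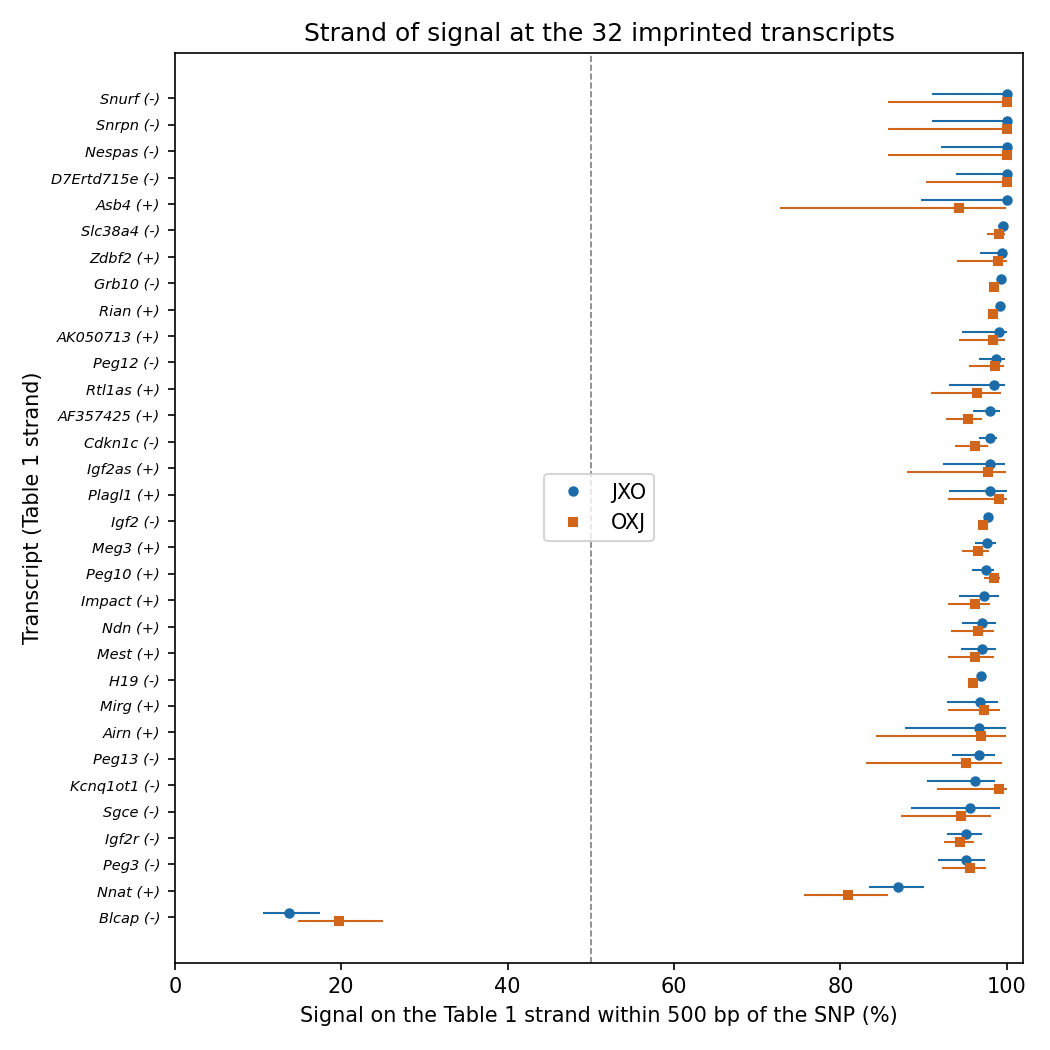
Percent of the signal within 500 bp of the representative SNP that lies on the strand given in Table 1, for the 32 transcripts in JXO (circles) and OXJ (squares), with 95% counting intervals as bars; the dashed line marks equal signal on both strands. *Blcap* is the only transcript to the left of the line, at 13.7% in JXO and 19.7% in OXJ.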

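*Igf2*, a fetal growth factor, lies on chromosome 7 of mm9 from 149836673 to 149852721 on the (−) strand, and its antisense partner *Igf2as* from 149845598 to 149856261 on (+), so the ends of the genes overlap. Around the *Igf2* SNP, in an exon of that gene, the (−) strand level was 1149 in JXO (95% interval 1126 to 1174) and 892 in OXJ (873 to 913), which was 97.8% and 97.2% of the signal there. The *Igf2as* SNP lies in an exon of that gene, upstream of the annotated start of *Igf2*. Around this SNP the (+) strand level was 11.6 in JXO (9.30 to 14.3) and 4.93 in OXJ (3.57 to 6.65), which was 98.0% and 97.7% of the signal. At its SNP *Igf2as* was covered by 58 reads in JXO and 36 in OXJ, against 2633 and 2825 for *Igf2*.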

Imprinted transcripts usually harbored more than one of the allele-specific SNPs. *Grb10* and *Kcnq1ot1* had the most support with 205 and 201 SNPs, respectively. The OG2 strain has performed well against the JF1 inbred strain in identifying imprinted transcripts. The OG2 sequence aligned in general with the C57BL/6J reference genome. For the known maternally expressed ubiquitous imprinted genes, 502 of 527 (95%) SNPs identified the JF1 as alternative allele (in the JXO cross). For the paternally expressed ubiquitous imprinted genes 330 of 334 SNPs (99%) identified JF1 as alternative allele (in the OXJ cross), and each of these calls were confirmed in the reciprocal cross (Table 1; Supplementary Table S2).

**Table 1.** Known imprinted genes confirmed in MEF deep sequencing

Transcript	Number of SNPs	Average reads	Strand	Representative SNP	JXO alt SNP	JXO ref SNP	OXJ ref SNP	OXJ alt SNP	AF JXO	AF OXJ	FDR	Sequenom results	Notes on IGV
*AF357425*	13	32	+	chr12_110872195	47	0	47	0	1.00	0.00	1.52E-23		MAT
*AK050713*	12	27	+	chr12_110907826	31	0	22	0	1.00	0.00	2.64E-11		MAT
*Asb4*	7	19	+	chr6_5348300	19	0	9	2	1.00	0.18	0.045042863	MAT	MAT
*Cdkn1c*	3	129	−	chr7_150644367	202	1	133	0	1.00	0.00	4.16E-91	MAT	MAT
*Grb10*	205	106	−	chr11_11831012	1789	7	1600	4	1.00	0.00	0	MAT	MAT
*H19*	6	7323	−	chr7_149761651	7298	4	5969	8	1.00	0.00	0	MAT	MAT
*Igf2r*	14	136	−	chr17_12876894	167	3	244	5	0.98	0.02	1.22E-102	MAT	MAT
*Meg3*	20	133	+	chr12_110783337	139	0	118	0	1.00	0.00	2.55E-72	MAT	MAT
*Mirg*	66	35	+	chr12_110980023	56	0	39	0	1.00	0.00	1.74E-23		MAT
*Rian*	202	98	+	chr12_110884294	926	10	712	0	0.99	0.00	0	MAT	MAT
*Rtl1as*	2	18	+	chr12_110831619	20	0	22	0	1.00	0.00	2.36E-08	MAT	MAT
*Airn*	1	13	+	chr17_13008045	0	13	0	12	0.00	1.00	0.001142434	PAT	PAT
*Blcap*	1	55	−	chr2_157387807	3	42	0	65	0.00	0.93	1.98E-23		PAT
*D7Ertd715e*	5	14	−	chr7_67115005	0	13	0	17	0.00	1.00	5.01E-05	PAT	PAT
*Igf2*	6	1706	−	chr7_149836880	18	2774	0	2589	0.00	0.99	0	PAT	PAT
*Igf2as*	2	31	+	chr7_149853327	0	36	0	55	0.00	1.00	2.22E-22	PAT	PAT
*Impact*	14	187	+	chr18_13133281	23	362	10	292	0.03	0.94	3.05E-146	PAT	PAT
*Kcnq1ot1*	201	22	−	chr7_150427528	0	14	0	22	0.00	1.00	1.60E-06	PAT	PAT
*Mest*	1	380	+	chr6_30695854	9	300	0	450	0.00	0.97	8.79E-200		PAT
*Ndn*	1	67	+	chr7_69493343	0	59	0	74	0.00	1.00	1.97E-35		PAT
*Nespas*	2	11	−	chr2_174107316	0	12	0	9	0.00	1.00	0.020011567	PAT	PAT
*Nnat*	4	79	+	chr2_157387776	2	48	1	77	0.01	0.96	8.59E-28	PAT	PAT
*Peg10*	10	115	+	chr6_4707869	0	115	0	94	0.00	1.00	4.06E-58	PAT	PAT
*Peg12*	3	39	−	chr7_69608449	0	44	0	47	0.00	1.00	3.23E-23	PAT	PAT
*Peg13*	5	31	−	chr15_72639823	0	15	0	52	0.00	1.00	1.80E-11	PAT	PAT
*Peg3*	17	53	−	chr7_6662661	1	49	0	42	0.00	0.98	9.36E-22	PAT	PAT
*Plagl1*	18	45	+	chr10_12844715	0	46	0	47	0.00	1.00	7.81E-24	PAT	PAT
*Sgce*	4	81	−	chr6_4639630	0	103	0	108	0.00	1.00	3.78E-59		PAT
*Slc38a4*	19	350	−	chr15_96825404	2	143	41	355	0.10	0.99	4.89E-86	PAT	PAT
*Snrpn*	1	45	−	chr7_67133548	2	31	0	56	0.00	0.94	3.91E-18	PAT	PAT
*Snurf*	1	45	−	chr7_67133548	2	31	0	56	0.00	0.94	3.91E-18	PAT	PAT
*Zdbf2*	17	24	+	chr1_63360418	0	11	0	35	0.00	1.00	4.56E-07	PAT	PAT

We tabulated in alphabetical order the previously known imprinted transcripts that were confirmed in our RNA deep sequencing experiments using MEFs. We provided the number of informative SNPs and the average read number per SNP along each transcript. The direction of the transcript is marked with regard to the two (+ and −) DNA strands, as it appears in the UCSC browser. We also included a representative SNP from each imprinted transcript with chromosomal coordinate, and read numbers at this SNP for the reference (OG2) and the alternative (JF1) allele in the JF1xOG2 and OG2xJF1 (JXO and OXJ) crosses, where the mother’s genotype is always written first. 

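Over both strands, 31 of the 32 representative SNPs were covered by at least 10 reads in JXO and 32 in OXJ; *Nespas*, the antisense transcript of the *Gnas* locus, had 9 reads in JXO. Coverage was highest at *H19*, with 12306 reads in JXO and 13883 in OXJ, followed by *Igf2* and by *Grb10* (1821 and 1623), and the median was 57.5 and 49.0 reads. Across the 32 transcripts these reads followed the sums of reference and alternative reads in Table 1, with Spearman's rho of 0.929 in JXO and 0.939 in OXJ and Pearson's r of 0.984 and 0.969. Permutation tests gave p = 1e-05 for each of these 4 correlations, the smallest value that 100000 permutations can give, and the Benjamini-Hochberg adjusted value is the same. Without the 2 transcripts farthest from the median, rho was 0.914 and 0.926 and r was 0.988 and 0.984. The correlations are across transcripts, which are not independent replicates. Both sides count reads of the same libraries at the same bases, so some correlation was bound to appear and the p-values decide little. After scaling to equal totals, 21 of the 25 paternally expressed transcripts and extensions were higher in JXO than in OXJ, with a median log2 ratio of 0.57 (95% interval of the median 0.39 to 0.89), and *Impact*, *Peg10*, *Peg3* and *Sgce* were lower. Of the 15 maternally expressed ones, 7 were higher in JXO, and their median was -0.06 (-0.38 to 0.27). *Snrpn* and *Snurf* share a SNP and a window, so the 25 paternally expressed values, and the interval of their median, hold that measurement under both names. *Nnat* and *Blcap* have nearly the same window. Of the maternally expressed values, *Meg3*, *Rtl1as*, *Rian*, *AF357425*, *AK050713*, *Mirg* and 3 extensions lie in the *Dlk1-Dio3* domain. *AF357425* lies in an intron of *Rian*, and *AK050713* in the *Rian* extension. The intervals of both medians take the values as independent, so they may be too narrow. With the median 10 kb bin set equal between the libraries, 19 paternally and 4 maternally expressed ones were higher in JXO, with medians of 0.37 and -0.27. In Table 1 as printed, *Peg13* runs the other way, with 15 reads in JXO and 52 in OXJ against 53 and 15 here, and all 21 paternally expressed transcripts are closer to the signal with the columns of the crosses exchanged. The largest ratios were those of the non-coding RNA *Peg13* at 2.56, the amino acid transporter *Slc38a4* at 1.52, and *Kcnq1ot1* and the *Peg12* extension at 1.43 each. These 4 lay above the range of the middle 95% of windows of like level, and the receptor *Igf2r* at -0.58 and *Rian* at -0.53 lay below it. For *Rian* the sign depended on the window. Its ratio was -0.33 with 2 kb on either side of the SNP, but 0.04 within 100 bases of the SNP and 0.19 over its exons. The ratio of *Igf2r* stayed negative, at -0.48 with 2 kb on either side and -0.33 over its exons. The median 10 kb bin had a ratio of 0.20 on this scale, 0.39 with the values as deposited and -0.10 once the 2 deepest bins were left out of the totals, an alternative chosen after the data were seen. With 1 library per cross, differences between crosses cannot be separated from differences between embryos.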

The calculated AF follows for the alternative allele (maternal and paternal allele, respectively) in the reciprocal crosses. The FDR of the predictor algorithm was calculated based on the AF values and statistical significance (see ‘Materials and Methods’). The results of sequenom allelotyping experiments (when tested) and visual inspection of the transcripts using IGV are indicated by the transcribed parental allele maternal (MAT) or paternal (PAT).

We summarized the reasons for not detecting other known imprinted genes (Figure 1; Supplementary Table S3). Of 152 known imprinted transcripts (26) we excluded 22 small RNAs, because our method is not suited for small RNA detection and also excluded 12 coding transcripts that were recently shown not to be genuinely imprinted (15), and one that was a duplicate entry (A19). Of the remaining 117 known imprinted genes we were unable to make a call for 66 genes, either because of the low level or no transcription in MEF (61 transcripts), or lack of SNPs (five transcripts). 

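The coverage minimum of 10 reads was set against the exon signal of known imprinted genes, listed independently of the tracks. Of 31 maternally expressed genes, 23 lay wholly inside the deposited stretches, and 9 of these had fewer than 10 reads per exon base in both libraries, while 13 had at least 10 in both. Of 35 paternally expressed genes, 26 lay inside, with 10 below the minimum and 15 above it in both. Among those below it were the zinc finger gene *Zim1* with 5.17 reads per exon base in JXO and 5.61 in OXJ, the thyroid hormone deiodinase *Dio3* with 3.40 and 4.29, and the retrotransposon-like gene *Rtl1* with 0.499 and 0.386, and also *Nespas* with 8.96 and 5.84 and *Airn* with 4.77 and 3.22, which are in Table 1. Among those above it that are not in Table 1 were the ubiquitin ligase *Ube3a* with 336 and 202 reads and the G protein subunit *Gnas* with 282 and 220. *Dlk1*, which encodes a transmembrane protein related to Notch ligands, lies on chromosome 12 from 110691033 to 110701546 and had a (+) strand level of 3.11 over its gene in JXO and 6.48 in OXJ, with 49.9% and 58.7% of the bases covered. Genes outside the stretches were not analysed here.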

Nineteen known imprinted genes were not confirmed, these exhibited biallelic transcription in MEFs, 14 of these are known to be tissue-specifically imprinted, 4 have very limited information available, and 1 gene, and *Dlk1* was paternally biased but was just below the cutoff with 21–25% leaky expression from the maternal allele.

**Figure 1.**
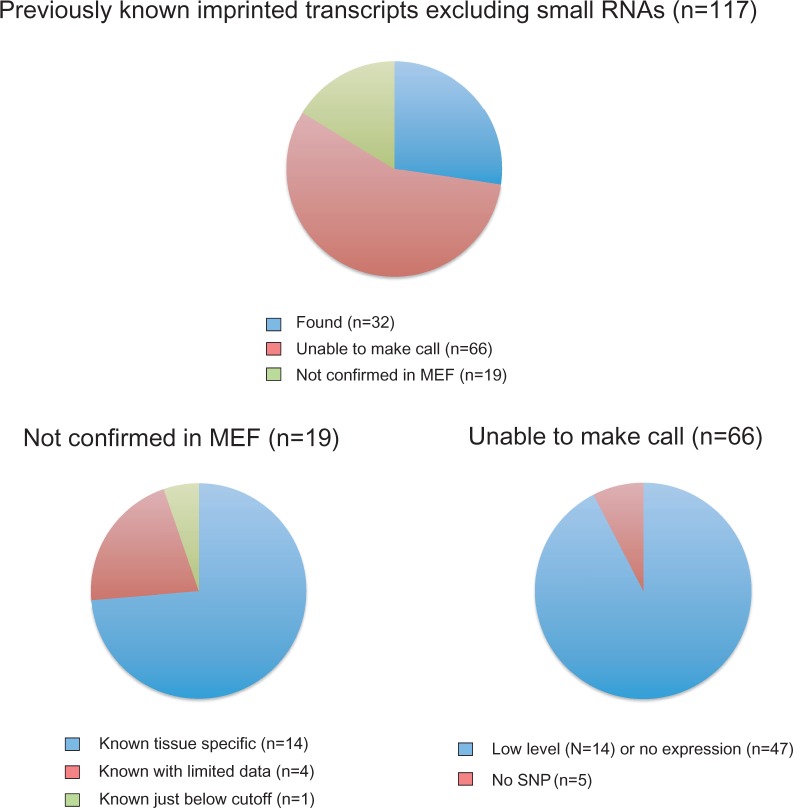
Detecting known imprinted genes by RNA deep sequencing in MEFs. Known imprinted genes are tabulated into groups of found, not confirmed in MEF and unable to make call. The latter categories are divided further. See details in Supplementary Table S3.

### Imprinted transcript extensions

In addition to correctly predicting 32 known imprinted genes, we detected parental allele-specific transcripts that extended beyond known imprinted genes (Table 2; Supplementary Table S2). Each of these extensions was represented by a minimum of 2 and a maximum of 209 SNPs. 

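All 8 extensions had their signal on the strand given in Table 2 in both libraries. The share on that strand ran from 95.5% at the *Peg3* extension in OXJ to 100% at the *Grb10* extension in JXO. The *Peg3* extension, 2.07 kb long, had the highest level, 46.0 in JXO (95% interval 42.8 to 49.5) and 28.0 in OXJ (25.6 to 30.6). The lowest levels were those of the *Grb10* extension in JXO, 1.92 (1.53 to 2.37), and of the *Peg12* extension in OXJ, with an interval of 1.93 to 3.18. Signal covered between 65.1% of the bases, at the *Grb10* extension in JXO, and 100%, at the *Peg3* extension in OXJ. Every extension was above most intervals of the same length placed 10000 times at random inside the stretches of its chromosome, from the percentile 80.5 for the *Meg3* extension in JXO to 99.4 for the *Peg3* extension in JXO. These ranks decide little, because the stretches hold gaps without signal and the extensions were called from SNPs covered by at least 10 reads. The median level of the random intervals was 0 for the *Peg3*, *Peg12* and *Snurf* extensions and at most 0.731, for *Rian* in JXO. With the median 10 kb bin set equal in both libraries, the 4 paternally expressed extensions were higher in JXO than in OXJ, with log2 ratios of 1.22 at *Peg12*, 0.68 at *Snurf*, 0.37 at *Nespas* and 0.33 at *Peg3*; the reads of these 4 in Table 2 are closer to the signal with the columns of the crosses exchanged. The 4 maternally expressed ones had ratios of -0.98 at *Grb10*, -0.59 at *Meg3*, -0.27 at *Rian* and 0.07 at *Rtl1as*; the ratio of *Rian* was above 0 with the values as deposited.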

A total of 267 SNPs predicted eight imprinted transcript extensions. Using the Integrative Genomics Viewer (IGV) (27) we could see the alternative SNPs for each of the maternally and paternally expressed extensions in the JXO and OXJ MEFs, respectively, similarly to the SNPs of confirmed imprinted genes. For each of these extensions, the parental origin of the alternative SNPs suggested that the extensions are expressed from the same parental allele as the transcript it extends. Examples are shown in Figure 2 and Supplementary Figure S1. The *Dlk1-Dio3* imprinted domain had three of the maternal allele-specifically transcribed extensions, extending in the sense strand from *Meg3*, *Rtl1as* and *Rian* (Figure 2). 

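The 3 extensions of the *Dlk1-Dio3* domain on chromosome 12 had their signal on (+), the strand of *Meg3*, *Rtl1as* and *Rian*. The *Meg3* extension, from 110809913 to 110828360, had a level of 2.65 in JXO (95% interval 2.39 to 2.93) and 3.05 in OXJ (2.78 to 3.33) and 97.2% of its signal on (+) in either library. The *Rtl1as* extension, from 110831619 to 110842153, had a level of 10.6 (9.90 to 11.3) and 7.72 (7.16 to 8.31), with 98.9% and 97.6% on (+). It starts inside *Rtl1*, a gene of the (−) strand, whose exons had only 0.325 and 0.223 on (−) against 10.9 and 9.25 on (+). The *Rian* extension, from 110899856 to 110967973, was the longest of the 8 at 68.1 kb, with 7.46 (7.22 to 7.69) and 6.87 (6.66 to 7.08), and 98.9% and 97.9% on (+). It holds the SNP of the non-coding RNA *AK050713*, around which the level was 13.0 and 13.8.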

The intergenic transcripts exhibited much lower levels than the transcripts of *Meg3*, *Rtl1as*, *Rian* and *Mirg* genes. 

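Each of the 3 extensions of the domain had a lower mean level than the *Meg3*, *Rian* and *Mirg* genes. Over the whole gene, introns included, the (+) strand level was 16.4 in JXO and 18.0 in OXJ for *Meg3*, 43.7 and 36.1 for *Rian*, and 13.6 and 13.3 for *Mirg*. For *Meg3* the order depends on the measure. By means of log2 values, its exons had 4.02 in JXO and 3.91 in OXJ. That is below the *Rtl1as* extension, 7.74 and 5.81, and the *Rian* extension, 4.25 and 4.84. The *Meg3* extension stayed lower on this scale, at 1.53 and 2.04. The *Rian* extension was 22.2 times lower than the last 5 kb before it in JXO and 14.3 times lower in OXJ, and the *Meg3* extension 2.87 and 2.60 times lower than the 5 kb before it. These folds depend on the measure: over the alternatives the ratio to the upstream gene ran from 0.0203 to 0.303 in JXO and from 0.0181 to 0.544 in OXJ for the *Rian* extension, whose upstream 5 kb include the deeply covered last 1 kb of *Rian*, and from 0.0329 to 0.566 and from 0.0483 to 0.712 for the *Meg3* extension. The *Rtl1as* extension was not lower than the 5 kb before it, at 1.56 times that level in JXO (1.26 to 2.57 over the alternatives outside the extension) and 1.12 times in OXJ (0.961 to 1.79); those 5 kb hold the end of the *Meg3* extension. The 1 kb around the *Rtl1as* SNP had a higher level than the extension, 13.0 in JXO and 10.4 in OXJ, but 50.1% of it lies inside the extension. Of all 8 extensions, *Grb10*, *Meg3*, *Peg12* and *Rian* were lower than the 5 kb upstream in both libraries. Depending on the measure, 3 or 4 of the 8 were lower in both with that window left out, and the order turned for the *Rtl1as*, *Nespas*, *Peg3* and *Peg12* extensions in at least 1 library.

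**Figure D2:**
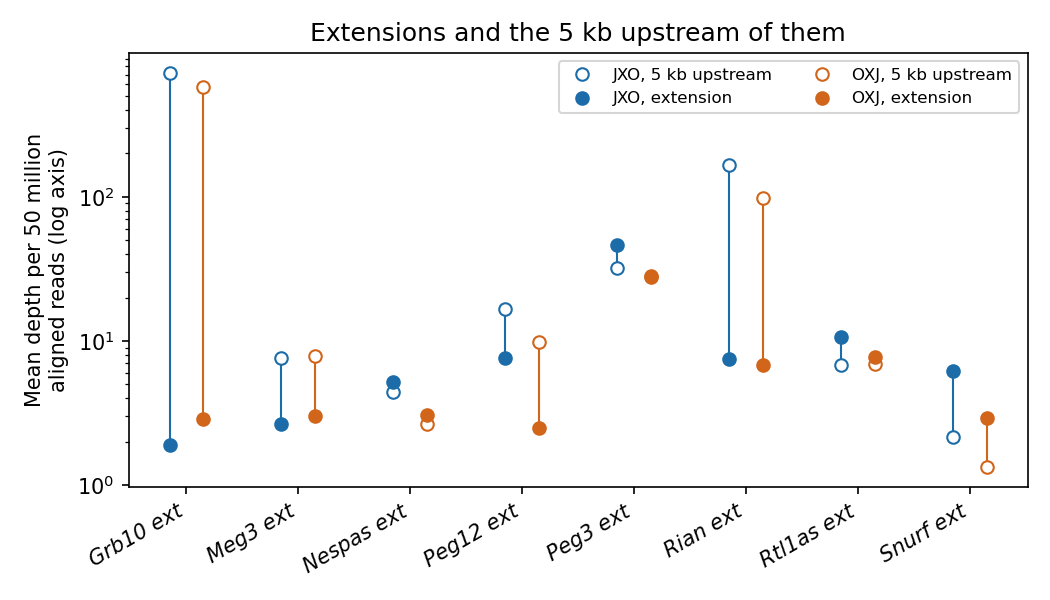
Mean scaled depth (log axis) of the 8 extensions (filled circles) and of the 5 kb upstream of each (open circles) in JXO and OXJ, on the strand of the extension. The *Grb10* and *Rian* extensions lie farthest below the upstream 5 kb.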

The intergenic transcripts appeared to read across all the way from the beginning of *Meg3* to the end of *Mirg*. However, no transcript was detectable in the intergenic regions of *Dlk1-Meg3* and *Mirg-Dio3* (not shown). 

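From the *Meg3* SNP to the *Mirg* SNP, a distance of 197 kb, all 196 bins of 1 kb had (+) strand signal in JXO and in OXJ (95% Clopper-Pearson interval 98.1 to 100%). Reads covered 88.6% of the bases in JXO and 95.4% in OXJ, at mean levels of 19.5 and 17.1. The longest stretch without a (+) strand read was 1001 bp in JXO, from 110945174 to 110946174 inside the *Rian* extension, and 449 bp in OXJ, from 110810113 to 110810561 near the start of the *Meg3* extension. On the (−) strand 60.7% of the bins in JXO and 75.0% in OXJ had signal, at mean levels of 0.306 and 0.394. With at least 2 reads asked of a base, 80.7% and 89.1% of the bases were covered on (+).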

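No (+) strand read lay between the annotated end of *Dlk1* and the annotated start of *Meg3* in either library, over 77 bins of 1 kb, where 0 bins allow a share of up to 4.68% at 95% confidence. On (−), 4 reads were found there in OXJ, at the *Meg3* end, and none in JXO. Between the end of *Mirg* and the start of *Dio3*, 530 kb apart, (+) strand signal was found in 10 of 529 bins in JXO (1.89%, 95% interval 0.910 to 3.45%) and in 17 in OXJ (3.21%, 1.88 to 5.10%), against all bins from *Meg3* to *Mirg*. On (−), 40 and 49 bins had signal, and 30555 of 30699 reads in JXO and 22224 of 22362 in OXJ lay in 1 narrow peak of 695 bp at 111132601. *Dio3* itself had a level of 2.22 and 2.48. The annotated limits were chosen after the data were seen; in the windows set in advance, (+) strand signal was found in 1 of 70 bins in JXO and 2 in OXJ before *Meg3*, all of it inside *Dlk1*, and in 1 and 5 of 100 bins past *Mirg*. Of the bases from *Dlk1* to *Meg3* 0.744% lie inside the deposited stretches, and of those from *Mirg* to *Dio3* 70.4%, where stretches are joined over gaps, so a missing signal in these intervals is either absent RNA or sequence that was not kept.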

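On chromosome 11, RNA of the (−) strand continued past *Grb10*, a gene for an adaptor protein that binds growth factor receptors. The extension in Table 2 spans 11824747 to 11830503 and begins 7 bp past the annotated end of *Grb10* at 11830511, outside any annotated gene. It held 169 reads in JXO and 287 in OXJ and had a level of 2.88 in OXJ (95% interval 2.43 to 3.40), above the interval of JXO. The last 2 kb of *Grb10* had levels of 1201 and 899, and over the 5 kb upstream the extension was 377 times lower in JXO and 199 times lower in OXJ; over the alternatives its ratio to the upstream gene ran from 0.0014 to 0.0095 and from 0.0029 to 0.0191. On (+), no read was found in JXO, and in OXJ the level was 0.0910.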

The extension of the maternally expressed *Grb10* imprinted gene is displayed in Supplementary Figure S1A. 

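On chromosome 7, (−) strand signal ran on past *Snrpn* and *Snurf*, which encode a splicing factor and a small protein from 1 transcript, toward the SNP of *D7Ertd715e*. In the *Snurf* extension, from 67119318 to 67126070, the level was 6.19 in JXO (95% interval 5.53 to 6.90) and 2.95 in OXJ (2.52 to 3.42), 2.87 and 2.20 times that of the 5 kb upstream (1.23 to 24.6 and 1.07 to 7.14 over the alternatives). It was 1.23 and 1.07 times the level around the *Snrpn* SNP, 5.03 and 2.76. In the 1317 bp between the annotated end of *Snrpn* and the extension the level dropped to 0.741 and 0.199. Between the extension and the *D7Ertd715e* SNP it was 3.38 and 2.10, and around that SNP 7.51 and 4.20.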

The paternally expressed *Snrpn/Snurf* gene was extended toward the paternally expressed *D7Ertd715e* transcript (Supplementary Figure S1B). The paternally expressed *Nespas* RNA (28,29) extended beyond the *Mir296* and *Mir298* microRNAs (Supplementary Figure S1C). In addition, *Peg3* and *Peg12* paternally expressed imprinted genes were extended beyond their known 3′ ends (Table 2). 

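The *Nespas* extension lies on the (−) strand of chromosome 2 from 174091931 to 174106739, with a level of 5.17 in JXO (95% interval 4.76 to 5.61) and 3.06 in OXJ (2.77 to 3.38) and 98.0% and 97.6% of the signal on (−). *Mir298*, from 174093005 to 174093086, and *Mir296*, from 174092548 to 174092626, lie near its far end. The level was higher around the microRNAs, 22.2 and 9.66 in the last 617 bp beyond *Mir296* and 17.2 and 12.2 in the 378 bp between them, than from *Nespas* to *Mir298*, 4.12 and 2.55. Over the microRNA sequences themselves the level was low, 0.949 and 0.0879 for *Mir296* and 0.350 and 0.106 for *Mir298*, which is less than 3 reads per base. The extension had 1.16 times the level of the 5 kb upstream in JXO and 1.15 times in OXJ; with 2 kb upstream the ratio in JXO was 0.871.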

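*Peg3*, which encodes a zinc finger protein, and *Peg12*, an intronless gene of the *Snrpn* region, both had (−) strand signal on chromosome 7 past the ends that the paper takes as known. In the annotation used here *Peg3* runs to 6656603, so its extension lies inside the annotated gene. The *Peg3* extension, from 6656607 to 6658671, had as much signal as the 5 kb upstream or more, 1.44 times in JXO (1.33 to 2.44 over the alternatives) and 1.01 times in OXJ (0.900 to 1.64). It had 96.2% and 95.5% of the signal on (−), and reads on both strands covered most of it, with a (+) strand level of 1.83 and 1.34. The *Peg12* extension, from 69603714 to 69606757, had a level of 7.62 in JXO (95% interval 6.54 to 8.83), against 31.7 over *Peg12* itself in JXO and 18.6 in OXJ. Its level was 2.20 times lower than that of the 5 kb upstream in JXO and 3.94 times lower in OXJ (a ratio of 0.114 to 0.622 over the alternatives); those 5 kb hold the 2640 bp of *Peg12* and intergenic sequence. By the median over 100 bp bins it was 2.69 times the upstream level in JXO.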

The *Peg3* extended transcript is not annotated in RefSeq but corresponds to Ensemble gene prediction ENSMUST00000051209, encoding a 1571AA long protein. This predicted transcript is homologous with the human *PEG3* transcripts, which is 2 kb longer than the annotated mouse transcript.

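The last exon of this predicted *Peg3* transcript spans 6656603 to 6664442 on chromosome 7 of mm9, and 100% of the *Peg3* extension lies inside it, ending 4 bp before the end of the exon. The (−) strand level over the exon was 35.1 in JXO and 28.2 in OXJ, against 1.46 and 1.45 on (+).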

**Figure 2.**
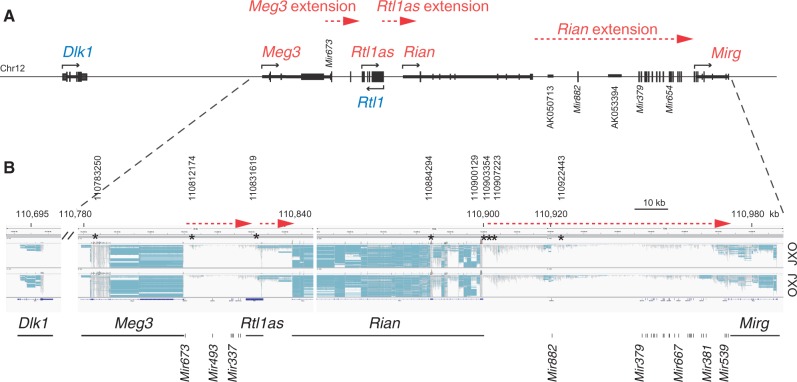
Extended transcription downstream of *Meg3*, *Rl1as* and *Rian.* **(A)** Map of the *Dlk1-Dio3* imprinted domain in chr12. Maternally (red) and paternally (blue) expressed transcripts are depicted with exon–intron structures and transcription orientation (arrows). **(B)** IGV screenshot of JXO and OXJ MEFs, as indicated to the right, is shown depicting the maternally expressed transcript extensions (red dotted arrows) downstream of *Meg3 (Gtl2)*, *Rtl1as* and *Rian*. Reads are shown in gray, splicing events are shown in horizontal blue lines. SNPs are colored vertical bars (visible only in high magnification). Asterisks indicate the SNPs used for sequenom allelotyping. Please refer to the online version for color information.

**Table 2.** Imprinted transcript extensions detected in MEF deep sequencing

Transcript	Strand	Chromosome	Start	End	Number of SNPs	Average reads	Representative SNP	Reads JXO alt SNP	Reads JXO ref SNP	Reads OXJ ref SNP	Reads OXJ alt SNP	AF JXO	AF OXJ	FDR	Notes on IGV	Sequenom results
*Grb10* ext (N)	−	chr11	11824747	11830503	2	11	chr11_11828159	10	0	12	0	1.00	0.00	0.0182	MAT	
*Meg3* ext (N)	+	chr12	110809913	110828360	11	15	chr12_110826437	14	0	13	0	1.00	0.00	0.0006	MAT	MAT
*Nespas* ext (E)	−	chr2	174091931	174,106,739	15	23	chr2_174092928	0	24	0	22	0.00	1.00	0.0000	PAT	
*Peg12* ext (E)	−	chr7	69603714	69606757	2	16	chr7_69604676	0	10	1	23	0.04	1.00	0.0005	PAT	
*Peg3* ext (N)	−	chr7	6656607	6658671	7	68	chr7_6658505	0	52	0	69	0.00	1.00	0.0000	PAT	
*Rian* ext (E)	+	chr12	110899856	110967973	209	24	chr12_110903354	63	0	52	0	1.00	0.00	0.0000	MAT	MAT
*Rt1as* ext (N)	+	chr12	110831619	110842153	15	17	chr12_110841979	25	1	31	0	0.96	0.00	0.0000	MAT	
*Snurf* ext (N)	−	chr7	67119318	67126070	6	12	chr7_67121406	0	11	0	12	0.00	1.00	0.0044	PAT	

The imprinted transcript extensions detected in MEF deep sequencing are tabulated as in Table 1. Some of these imprinted extensions are novel (N), and others have been noticed before. We provide their full extent (E).

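At the end that Table 2 gives, the level fell in both libraries for 6 of the 8 extensions when the last 2 kb inside were compared with the first 2 kb past the end. The fall was steep at the *Peg3* extension, from 46.9 to 0 in JXO and from 28.8 to 0.0579 in OXJ, at *Peg12*, from 6.21 to 0 and from 2.18 to 0.0289, and at *Nespas*, from 11.9 to 0.587 and from 6.46 to 0.550. At *Grb10* the level was already low, 0.261 and 0.695, and was 0 and 0.0715 past the end. Where the sequence was kept, a count of 0 reads over 2 kb allows a level of up to 0.0978 in JXO if single reads are counted. Counted in pairs, as for the intervals of the levels, the limit is higher. Signal went on past the *Meg3* extension, at 5.54 in JXO and 5.57 in OXJ against 6.79 and 7.74 before the end, and past *Snurf*, at 3.80 and 2.52 against 7.21 and 2.71. It rose past the *Rtl1as* extension, into *Rian*, from 7.42 to 17.4 and from 5.42 to 7.78, and past the *Rian* extension, toward *Mirg*, from 2.28 to 10.3 and from 2.07 to 12.5. With 5 kb windows the level also rose past the *Meg3* extension, with 1 kb windows past that of *Snurf* in OXJ, and with means of log2 values it fell past that of *Rtl1as* in both libraries.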

### Predicting novel imprinted genes

Of 1247 TRUE SNPs, only 123 predicted putative novel imprinted transcripts (Supplementary Table S2 and S4). Some predicted transcripts had no annotation in mm9 and we named them *MegDT1-MegDT5* and *PegDT1.* These transcripts presented a warning for such deep sequencing analysis. The mapping of these six transcripts with a total of 94 TRUE SNPs was ambiguous. *MegDT5* had an unusually high SNP coverage (∼30 SNPs along 1.1 kb) in chr14. 

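The (−) strand held the signal at *MegDT5* on chromosome 14, with a level of 11.6 in JXO (95% interval 9.47 to 14.0) and 11.1 in OXJ (9.16 to 13.3) from 63159228 to 63160416, against 0.987 and 0.682 on (+). At the SNP, 28 reads of JXO and 33 of OXJ were on (−). No gene is annotated at this place. The mm9 sequence of these 1189 bp aligned along its whole length to a *Snrpn* transcript, over 1195 aligned positions with 39 mismatches and 14 gap positions, an identity of 95.6%.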

Most of the SNPs occurred in both JXO and OXJ MEFs. The two TRUE SNPs, however, were exclusive to JXO MEFs, predicting maternal allele-specific transcription. We used NCBI blast to align the underlying sequence and found perfect match to the mRNA sequence of the paternally expressed imprinted gene, *Snrpn*. Because all the reads of *MegDT5* matched the *Snrpn* transcript but were different from the aligned sequence in chr14, we determined that we uncovered a silent pseudogene for the imprinted *Snrpn* gene on chr14. *MegDT1* with 66 SNPs was mapped to chr1 but had a paralogous region in the mitochondria chromosome (chrM). The remaining 28 TRUE SNPs predicted 22 unambiguously annotated novel imprinted transcripts with mostly 1 and maximum 3 SNPs each. When we looked at the annotated predicted transcripts in IGV, we found that even though the TRUE SNP indicated allele-specific expression, it was in minority among the SNPs along the same transcript. The majority of SNPs in the predicted transcripts appeared equally in both crosses, suggesting biallelic transcription. Therefore, these predicted transcripts were not genuine imprinted genes. For comparison we also display a few SNPs where the prediction program called a FALSE SNP even though the allelic frequency was at the 80% cutoff (Supplementary Table S2 and S4).

### Confirmation of the allele-specific expression using sequenom allelotyping

We selected a subset of TRUE SNPs from the known and predicted putative imprinted genes for verification by multiplex sequenom allelotyping assays (Figure 3). We also included some controls from the FALSE SNPs. We used RNA from different organs of reciprocal JXO and OXJ 13.5 embryos and from JF1X129S1 and 129S1XJF1 adult organs to test the parental allele-specific expression.

**Figure 3.**
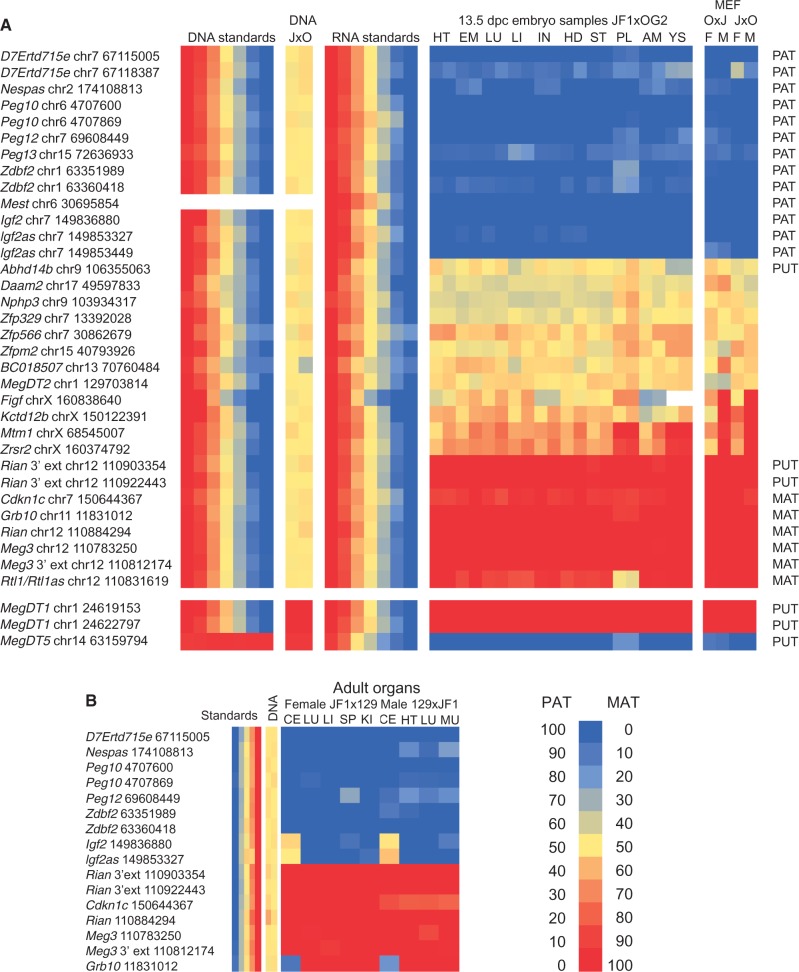
Analysis of parental-allele specific transcription by sequenom allelotyping. **(A)** Allele specific transcription was measured in the heart (HT), embryo carcass (EM), lung (LU), liver (LI), intestines (IN), head (HD), stomach (ST), placenta (PL), amnion (AM) and yolk sac (YS) samples in duplicates at 13.5 dpc and in female (F) and male (M) JXO and OXJ MEFs. After cDNA conversion, the ratios of JF1 and OG2 RNA alleles were measured using sequenom allelotyping at the SNPs listed to the left and are depicted in color from blue to red (0–100% maternal allele expressed in total expression). Standards and control are shown at the left panels of the heatmap. DNA standards: JF1 and OG2 DNA were mixed in the ratios of 1, 100:0; 2, 90:10; 3, 70:30; 4, 50:50; 5, 30:70; 6, 10:90; and 7, 0:100. The % of JF1 allele in the total (JF1 + OG2) alleles is calculated, and the levels are visualized ranging from blue to red (0–100%). DNA control: The JF1 and OG2 alleles are 50% each (yellow) in JXO female MEF DNA. RNA standards: JF1 and OG2 RNA from respective 13.5 dpc embryos were mixed in the ratios of 1, 100:0; 2, 90:10; 3, 70:30; 4, 50:50; 5, 30:70; 6, 10:90; and 7, 0:100. **(B)** Allele-specific expression was measured at the SNPs indicated to the left in adult JF1X129 female and 129XJF1 male organs cerebellum (CE), lung (LU), liver (LI), spleen (SP), kidney (KI), heart (HT) and muscle (MU). Standards: 129S1 and JF1 RNA from respective 13.5 dpc embryos were mixed in the ratios of 1, 100:0; 2, 90:10; 3, 70:30; 4, 50:50; 5, 30:70; 6, 10:90; and 7, 0:100. DNA control: 129XJF1 DNA was used for allelotyping.

Sequenom allelotyping confirmed that *Igf2* was paternally expressed in MEFs and 13.5 dpc organs (Figure 3A), but displayed biallelic transcripts in adult cerebellum (Figure 3B). This is expected based on the finding that *Igf2* is expressed from both parental alleles in adult choroid plexus and leptomeninges (30). Very little is known about the organ-specific expression pattern of *Igf2as* (31). Now we report that *Igf2as* transcription follows the same pattern as *Igf2*, being paternal allele-specific in MEFs as expected (23) and in each organ of the 13.5 dpc embryo (Figure 3A), but it is biallelic in the adult cerebellum (Figure 3B). This suggests that *Igf2* and *Igf2as* are under the control of the same parental allele- and tissue-specific regulatory elements. *Zdbf2* is a paternally expressed gene (32,33). Its transcript reads were ubiquitously paternal allele-specific in 13.5 embryos and adults, except that the placenta had a low level of transcripts from the maternal allele (Figure 3A). This latter may originate from contaminating maternal cells, which are not possible to remove completely from the placenta (15). Paternal allele-specific transcription of *D7Ertd715e*, *Nespas*, *Peg10, Peg12*, *Peg13* and *Mest* genes was confirmed in MEFs and in 13.5 dpc embryo and adult organs (except *Peg13* in the adult, because the *Peg13* SNP did not exist between 129S1 and JF1).

*Grb10* is an interesting imprinted gene affecting behavior, and exhibits a complex pattern of parental allele-specific expression, paternal allele-specific transcription in the fetal and adult brain and maternal allele-specific transcription in the placenta and other embryo organs (34,35). In MEF deep sequencing, *Grb10* transcript reads in the JXO cross displayed the alternative JF1 SNP variants, revealing maternal allele-specific transcripts (Figure 3A). Sequenom allelotyping confirmed *Grb10*’s maternal allele-specific transcription in MEFs and in each of the 13.5 dpc embryonic and other adult organs with the exception of the adult brain, where it exhibited paternal allele-specific expression (Figure 3A and B). The embryo head at 13.5 dpc displayed maternal allele-specific transcription, likely because the transcript level in the brain contributes to a small portion relative to the rest of the head (34). We confirmed the deep sequencing results for the maternally expressed *Cdkn1c*, *Meg3*, *Rian* and *Rtl1as* genes in the 13.5 dpc embryo and the adult. The SNP at *Rtl1*/*Rtl1as* detects two overlapping transcripts in opposite orientation. Maternal allele-specific combined transcription in each organ is mainly from *Rtl1as* and biallelic transcription in placenta is from maternal *Rtl1as* and paternal *Rtl1*, based on our previous observations using strand-specific analysis (36).

We confirmed the ubiquitous maternal allele-specific transcription of the *Meg3* and *Rian* extensions (Table 2; Figure 3). Sequenom allelotyping revealed, however, that the TRUE SNP at an unambiguously mapped putative imprinted gene, *Abhd14b* (Supplementary Table S4) was biallelically expressed in MEFs and also in 13.5 dpc embryo organs, confirming our observations in IGV. Similarly, biallelic expression was detected at the control FALSE SNPs (*Daam2*, *Nphp3*, *Zfp329*, *Zfp566*, *Zfpm2*, *BC018507*, *Figf*, *Kctd12b*, *Mtm1* and *Zrsr2*, which displayed an allelic frequency above the 80% cutoff in deep sequencing but failed the FDR cutoff (Supplementary Table S4; Figure 3). *Mtm1* and *Zrsr2* showed a very slight maternal allele-specific bias in embryonic organs, but were not imprinted in the classic sense. These two X-chromosome transcripts displayed correct paternal allele-specific inactivation in the placenta and yolk sac, while *Figf2* and *Kctd12b* did not. *MegD15* was mapped to chr1 but several chrM transcripts also aligned to this region. We tested the allele-specific expression of MegDT1 using allelotyping at two SNPs. We found ubiquitous maternal allele-specific expression (Figure 3A). However, only the maternal allele was represented in the genomic DNA in the heterozygous MEF lines. We determined that these transcripts were silent in chr1 but were expressed from maternally inherited mitochondria DNA. *MegDT5* mapped to the *Snrpn* pseudogene in chr14. In sequenom allelotyping, we found that this transcript was paternally expressed, suggesting that the pseudogene is silent and the reads belong to the paternally expressed *Snrpn* gene in chr7.

### Epigenetic analysis of the imprinted transcript extensions

The deep sequencing analysis of MEFs failed to detect novel imprinted transcripts apart from the transcript extensions in established imprinted domains. We wondered if these extensions are independent transcripts or they arise from missed termination of the known imprinted transcripts. 

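The *Rian* extension starts at 110899856 on chromosome 12, and a short gap without (+) strand reads lay across this point in both libraries. It was 26 bp long in JXO, from 110899835 to 110899860, and 46 bp in OXJ, from 110899823 to 110899868. The reference sequence of the longer gap is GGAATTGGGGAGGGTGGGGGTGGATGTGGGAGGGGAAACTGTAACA. In the annotation used here, *Rian*, a non-coding RNA that hosts small nucleolar RNAs, ends at 110899919, which is 64 bp into the extension. The level dropped from 691 in the last 500 bp before the start to 13.7 in the first 1 kb after it in JXO, and from 380 to 6.39 in OXJ. Within 5 kb on either side there were 11 gaps in JXO and 3 in OXJ, and the longest of them, 103 bp in JXO and 99 bp in OXJ, lay elsewhere.

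**Figure D3:**
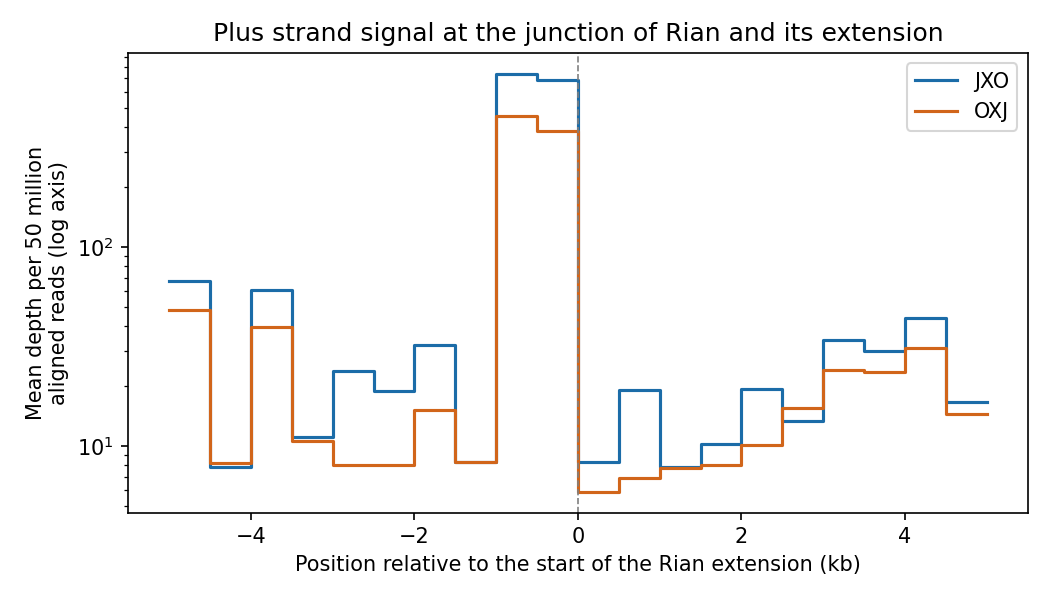
Mean scaled depth on the (+) strand in 500 bp steps (log axis) from 5 kb before to 5 kb after the start of the *Rian* extension (dashed line) in JXO and OXJ. The last 1 kb of *Rian* stands far above both the steps before it and the extension.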

We did not observe any deep sequencing reads between *Rian* and its extension, supporting the first possibility. However, RACE analysis at the junction of *Rian* and *Rian* extension successfully detected the 3′ end of Rian but failed to detect the 5′ end of the *Rian* extension (data not shown). In addition, reverse-transcription PCR amplified a fragment across the junction with an antisense primer coming from the extension. These results collectively suggested that the transcript between *Rian* and *Mirg* does not initiate at the 3′ end of *Rian* but is an extension of *Rian*.

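In the 500 bp just past the start of the extension the (+) strand level was 8.35 in JXO and 5.89 in OXJ. Before the deeply covered last 1 kb of *Rian*, the 500 bp steps ran from 7.84 to 67.0 in JXO and from 8.03 to 48.1 in OXJ. In the 5 kb after the start the level was 20.2 and 14.7. The paper reads the absence of reads at the junction as a point for separate transcripts. Its RACE, however, found the 3′ end of *Rian* but no 5′ end of the extension, and a PCR fragment spanned the junction. From these results the paper proposes that the RNA between *Rian* and *Mirg* is an extension of *Rian* and does not start at the 3′ end of that gene.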

We wondered whether the imprinted transcript extensions are specific to MEFs or could be general components of known imprinted domains. To this end we compared the deep sequencing results obtained in JXO and OXJ MEFS with male and female somatic cells (MSC and FSC, respectively) of the embryonic testis and ovary at 15.5 dpc, as assessed recently (22). We found that each of the extensions also existed in MSC and FSC (Figure 4 and not shown), suggesting that they are not unique features of MEF. To get an insight of epigenetic regulation of the imprinted transcript extensions, we aligned the results of RNA deep-sequencing in MEF, MSC and FSC with ChIP-chip analysis (22). We found each of the known differentially methylated regions (DMRs) of imprinted domains marked by opposite chromatin marks in MSC and FSC (Figure 4). Specifically, we found the H3K4me2 and H3K9ac active marks together with the H3K9me3 repressive mark at each of the germline DMRs. This was expected based on previous studies that showed active and repressive chromatin marks in the DNA unmethylated and DNA methylated allele of the DMRs, respectively. However, the starting points of each extension displayed rather uneventful chromatin composition, suggesting that these are truly extensions of known imprinted genes and are under the epigenetic control of the DMRs of their respective domains.

**Figure 4.**
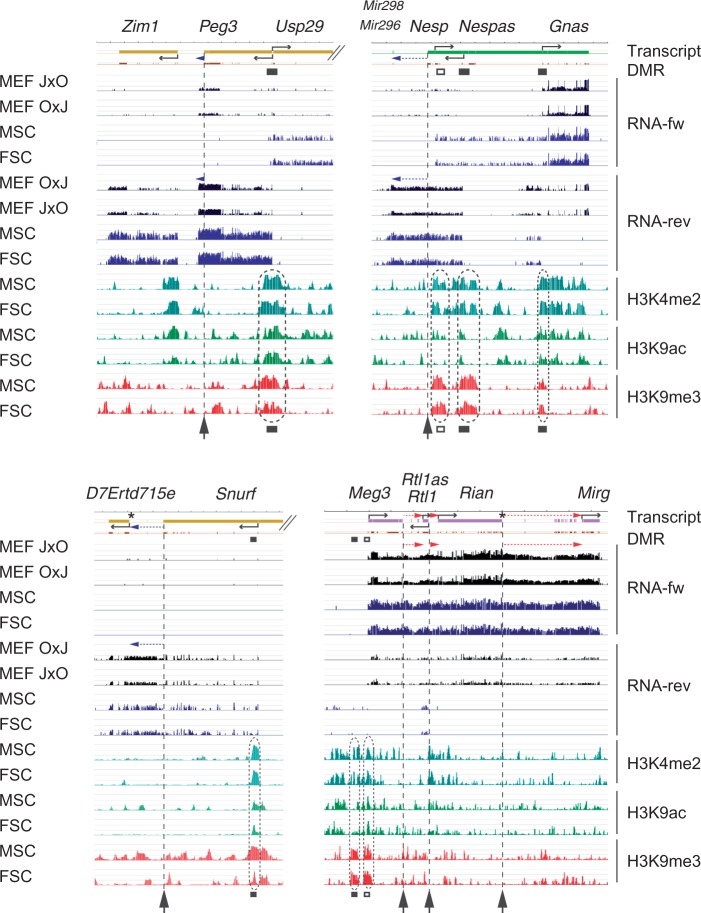
Chromatin analysis of imprinted transcript extensions. The location and orientation of known transcripts is shown at the top. The paternally and maternally transcribed imprinted transcript extensions are marked with blue and red horizontal dotted arrows, respectively. Germline- or somatic DMRs are labeled as black and open boxes, respectively. RNA deep sequencing results are displayed at four imprinted domains in forward (fw) and reverse (rev) directions in JXO and OXJ MEFs and female and male somatic cells (FSC and MSC) from fetal gonads at 15.5 dpc. The total reads were evenly scaled to 50 M and are depicted here in log_2_ scale ranging from 0 to 15. ChIP-chip results using the H3K4me2, H3K9ac and H3K9me3 antibodies are shown in FSC and MSC at 15.5 dpc. ChIP versus input DNA values are plotted as –log_10_ *P*-value scores in the range of 0–8.4. Note the opposite chromatin marking (dotted ovals) at DMRs and the lack of chromatin features at the 5′ end of imprinted transcript extensions (arrows pointing up along dotted vertical lines). Please refer to the online version for color information.

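In the MEF tracks of the 4 domains, between 94.8% and 99.4% of the signal lay on the strand of the extended gene. From the *Peg3* SNP to the end of its extension the (−) strand level was 36.3 in JXO and 27.7 in OXJ, with 96.0% and 94.8% of the signal on (−), and from *Nespas* to the end of its extension 98.1% and 97.7% were on (−). From the *Snurf* SNP to *D7Ertd715e* the (−) strand level was 4.11 and 2.17 with 99.0% and 99.4% on (−), and in the *Dlk1-Dio3* domain 98.5% and 97.7% were on (+). On the log2 scale of the deposited values, the highest base was 6.45 in JXO and 5.96 in OXJ in the *Peg3* domain and 10.58 and 10.21 in the *Dlk1-Dio3* domain. Among neighbouring genes, *Gnas* on (+) had an exon level of 184 in JXO and 128 in OXJ, and *Zim1* on (−) had 3.37 and 3.25. The tracks of FSC and MSC and the ChIP-chip data were not analysed here.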

To detect parental allele-specific DNA methylation in the extended domains we performed Methylated CpG island recovery assay (MIRA)-SNuPE (20) at the promoter of *D7Ertd715e* and the junction of *Rian* and *Rian* extension, which could potentially serve as promoters. The methylated fraction was captured from the MEF DNA and was subjected to sequenom allelotyping at the specific genomic loci. We found no evidence for allele-specific DNA methylation at these positions (Figure 5) suggesting that the parental allele-specific transcription of *D7Ertd715e*, and *Rian* extension is secondary to the control of *Snrpn/Snurf* and *Rian*, respectively.

**Figure 5.**
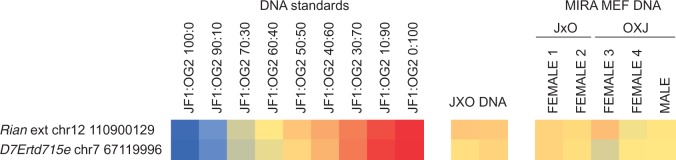
Analysis of parental allele-specific DNA methylation. MIRA-SNuPE analysis is shown in female and male OXJ and JXO MEFs as indicated at the 5′ end of the maternally expressed *Rian* extension and at the 5′ end of the paternally expressed *D7Ertd715e* gene. The methylated DNA fraction was collected, and it was subjected to allelotyping. The position of the SNPs used in allelotyping is marked in Figure 4 by asterisks. DNA standards: JF1 and OG2 DNA was mixed in the ratios indicated. JXO DNA: JF1X OG2 MEF DNA was subjected to allelotyping. Note that there is no evidence for parental allele-specific DNA methylation.

## DISCUSSION

MEFs are convenient sources for biochemical studies when cell number may be limiting from mouse embryos. To validate this model system with respect to imprinted gene expression, we carried out an allele- and strand-specific deep sequencing experiment using MEFs from reciprocal mouse crosses and performed validation using sequenom allelotyping of the same MEF samples, embryo organs from the same crosses and adult organs from two additional mouse crosses. We verified the parental allele-specific transcription of 32 ubiquitous imprinted transcripts. Based on the imprinting signature of MEFs, they provide valid models for understanding the biochemical aspects of genomic imprinting at these 32 imprinted genes.

Imprinted genes play important roles in development (1). Our RNA deep sequencing approach detected eight imprinted transcript extensions in known imprinted domains. A previous *in silico* analysis found that several intergenic ESTs in the *Dlk1-Dio3* domain transcribed in the same direction as *Rian.* They confirmed maternal allele-specific expression in one EST, CE2, downstream of *Rtl1as* (37). This intergenic transcript is identical to the *Rtl1as* extension we detected. Another study used selective priming and parallel sequencing in 9.5 dpc embryos and detected paternally expressed extension of *Nespas*, *Peg12* and maternally expressed extension of *Rian* and another maternally expressed transcript upstream of *Grb10* (38). Two additional fragments that showed maternal-allele specific transcription in uniparental mouse fibroblasts in the *Rian-Mirg* intergenic region (AK050713 and AK053394) (39) map to the *Rian* extension we observed in MEFs. Our deep sequencing discovered novel maternally expressed downstream extensions of *Grb10* and *Meg3*, and novel paternally expressed extensions of *Peg3* and *Snurf/Snrpn*. In addition, we were able to define the full extent of the eight imprinted extensions. It will be interesting to find out whether the imprinted transcript extensions play any function in development. Proper expression of imprinted genes along the *Dlk1-Dio3* imprinted domain is essential for development. Whereas paternally expressed coding transcripts are essential for perinatal viability, the maternally expressed non-coding RNAs play important role in postnatal viability (40,41). The level of pluripotency of induced pluripotent (iPS) cells correlated with the upregulated expression of this region (42). The role of the *Meg3* extension, *Rtl1as* extension and *Rian* extension will need to be tested in development and pluripotency using genetic experiments. The ubiquitously paternally expressed *D7Ertd715e* and the *Snurf* extension map to the *Snprn* imprinted domain, where loss of the paternal allele is implicated in the Prader-Willi syndrome. Again, further genetic studies need to test whether these imprinted transcripts, and the *Nespas*, *Peg3*, *Peg12* and *Grb10* extensions have a role in development or disease.

Small imprinted RNAs are recognized as regulators of biological functions (6). Imprinted transcript extensions in MEFs harbor miRNAs. Some of these miRNAs are imprinted, being expressed from the same parental allele as the extension. *Mir296* and *Mir298* are paternal allele-specifically expressed and their transcription in the paternal chromosome depends on the unmethylated allele of the germline DMR located at the *Nespas* promoter 27 kb away (8). Now we show that the paternally transcribed *Nespas* extension includes these miRNAs suggesting that it indeed serves as their precursor RNA. There is a large number of microRNAs along the *Dlk1-Dio3* imprinted domain, and all tested ones are transcribed from the maternal chromosome, including *Mir136* and *Mir127* along *Rtl1as, Mir370* along *Rian*, *Mir154, Mir337, Mir410* along *Mirg* and *Mir411, Mir380, Mir300, Mir376* and *Mir376b* along the *Rian* extension (9). Expression of all of these miRNAs requires the presence of the unmethylated allele of the IG-DMR in the maternal chromosome (9) similarly to the other maternally expressed non-coding RNA genes of the domain (43). Downregulation of the miRNAs of the *Dlk1-Dio3* imprinted domain coincides with downregulation of *Meg3* and *Rian* in iPS cells, and may contribute to their reduced pluripotency (44), as the efficiency of generating all-iPSC mice is diminished in case LOI of this locus occurs (45). It was speculated that the miRNAs are processed from a single precursor transcript initiating at the *Meg3* (*Gtl2*) promoter (9). Our deep sequencing and chromatin analyses support this hypothesis.

We revealed two potential caveats of using RNA deep sequencing method for discovering novel imprinted genes. The method has to be somewhat forgiving with respect to obtaining perfect alignments to detect SNPs. In certain cases allele-specific reads can detect silent pseudogenes of imprinted genes or may align to sequences of mitochondria origin that occur along autosomes. Our results stress the importance of careful observation of the data and thorough validation of imprinted expression using independent methodologies.

The JF1 versus OG2 comparison performed well for identifying imprinted transcripts. Even though the JF1 inbred line is less distant genetically from the reference genome than other non-domestic clad inbred lines, CAST/Ei or SPRET/Ei, its genome still contains 15 million SNPs over the C57BL/6J reference genome (25). The specific mouse crosses used in this study only prevented us from assessing the imprinting status of 4% (5 of 117) known imprinted genes due to lack of SNPs between OG2 and JF1. Fourteen of 19 imprinted genes that we did not confirm are known tissue-specifically imprinted genes. The other five that exhibited biallelic transcription in MEFs are likely tissue-specifically imprinted in cell types other than MEFs. In 61 cases, we were unable to make a call because of the insufficient transcript levels in MEFs. In summary, we can estimate by extrapolation, that using our method we should be able to detect at least 96% of imprinted genes if they were transcribed in a given cell type and if they exhibited imprinted transcription in that cell type. This method should be suitable for efficient screening of other mouse cell types or tissues.

Our RNA deep sequencing has confirmed 32 ubiquitous imprinted genes but identified no new bona fide imprinted genes in MEFs. In the light of our current results and other recent studies (13,15,23,46), we can safely predict that the final number of ubiquitously imprinted genes will not be more than 100. However, additional organs and cell types will need to be analyzed systematically to reveal the total number of imprinted genes exhibiting tissue or cell-specific pattern of imprinted expression.

## ACCESSION NUMBERS

MEF Deep sequencing data were deposited into GEO database with Series number: GSE49538.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

National Institutes of Health (NIH) [RO1GM064378 to P.E.S.]; City of Hope [Excellence Award to P.E.S.]. Funding for open access charge: NIH [RO1GM064378 to P.E.S.].

*Conflict of interest statement.* None declared.

How the deposited data were processed for this re-analysis (not part of the article)

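RNA sequencing signal was analysed for 2 libraries, 1 per reciprocal cross: JXO (JF1 mother and OG2 father) and OXJ (OG2 mother and JF1 father), each from early-passage MEFs of a female embryo. The submitters' processing notes name CASAVA 1.9 for base calling and TopHat 1.2.0 for alignment to mm9, with reads allowed to map to up to 10 loci. The authors scaled the read depth at each base to 50000000 aligned reads, added 1 and took log2, and deposited 4 tracks, 1 for either direction of either library. The log2 values were turned back into depth with the aligned totals of the paper, and the depth was tested for whole numbers; read bases in each track were a multiple of 100, the read length.

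The direction of the tracks was set from protein-coding genes outside the imprinted lists: the direction named forward held RNA of the (−) strand. In Fig. 4 the panels named forward draw the RNA of (+) strand genes. Covered bases were joined over gaps of up to 50 kb into stretches, which make up 2.34% of the genome, and genes wholly inside a stretch were measured over their exons on their own strand. Genes, exons and transcripts were those of GENCODE M1, on mm9 coordinates.

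Transcripts of Table 1 were measured within 500 bp on either side of the representative SNP, and extensions of Table 2 over the interval given there. Extensions were compared with 5 kb upstream, with 2 kb on either side of their end, and with 10000 intervals of the same length placed at random inside the stretches of their chromosome. Read-through was counted in 1 kb bins, and the junction of *Rian* in steps of 500 bp. Reads at SNPs were correlated with Table 1 across transcripts, with 100000 permutations (seed 5). Ratios of JXO over OXJ were taken after scaling to equal totals and set beside the 500 windows of nearest level; gene ratios used a pseudocount of 0.1 scaled depth. Since there was 1 library per cross, no p-value was computed between crosses; those of the correlations are across transcripts.

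The genes and regions named follow a rule: all transcripts of Tables 1 and 2, the genes of Fig. 3A and Fig. 4, *Dlk1*, *Dio3*, the 4 members with the highest level of each gene list, and the 10 kb bins with the 5 largest ratios in either direction among 2971 bins. The lists were maternally expressed imprinted, paternally expressed imprinted, fibroblast and extracellular matrix, cell cycle, skeletal muscle, blood and macrophage, endothelial, epithelial and keratinocyte, neural, cartilage and bone, germ cell and pluripotency, and X and Y genes. The windows, tests, lists, the naming rule and all alternatives not called chosen after seeing the data were fixed before the data were examined; the values in the tables of the paper had been seen. Other genes named because of their position, *Il31ra*, *Jarid2*, *Rpl10*, *Rps25* and *Mrps26*, were chosen after their values were seen.

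Alternatives changed the window, the scale (mean of log2 values), the measure (share of bases covered, median over 100 bp bins), a floor of 2 times the lowest value, the scaling between libraries, the strand and the exons used. Sequences of narrow peaks were compared with annotated transcripts by BLAST 2.17.0. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The list test was tested on simulated data of 1000 genes: of 100 lists of 20 genes with no shift, 6 lay outside the 2.5 to 97.5 percentile, and of 100 lists shifted by 1 (log2), 100 lay above it. Sequenom assays, RACE, RT-PCR, ChIP-chip data and the FSC and MSC data were not used here.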

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

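All tests in this part were chosen only after the result was seen.

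Beyond *Mirg* on chromosome 12, signal that the paper does not analyse stood out in 3 narrow peaks. The first, on the (−) strand from 111132601 to 111133295, reached a depth of 7349 reads in JXO and 5668 in OXJ; the second, on (+) from 111554153 to 111554415, 6890 and 5504; the third, on (−) from 111557964 to 111558093, 94 and 87. For 3 of 3 peaks the sequence matched a protein-coding transcript of another locus, the ribosomal protein genes *Rpl10* at 99.9% identity over 100% of the peak and *Rps25* at 99.2% over 97.7%, and the mitochondrial ribosomal protein gene *Mrps26* at 96.9%, and the alignment allowed a read to map to up to 10 loci, so reads shared with copies of these genes are a candidate explanation. Transcription running on from *Mirg*, a (+) strand gene, is argued against for the first and the third peak, where at least 97.3% of the signal lay on (−) in both libraries. For the second peak it is argued against by the level, since RNA that runs on from *Mirg* carries *Mirg*. The peak had 59.7 times the level of the highest 1 kb bin of *Mirg* in OXJ and 81.3 times in JXO. Of the 1 kb bins in between, 3.89% in OXJ and 2.30% in JXO held (+) strand signal. Up to the nearest peak, where the test was first run, 7.64% and 4.17% did. These shares decide nothing, because a bin at 0 is absent RNA or sequence that was not kept. Of the interval 72.3% and, up to the nearest peak, 100% lies inside the stretches, but these are joined over gaps of up to 50 kb. Beyond shared reads and transcription running on from *Mirg*, no explanation was tested.

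A pair of 10 kb bins on chromosome 13 that the paper does not analyse held 32.0% of the read bases kept for OXJ and 15.9% for JXO. These shares and those below are of the signal in the tracks, which holds 6.70% of the aligned reads of OXJ and 7.61% of JXO. The bin from 113360001 to 113370000, in *Il31ra*, held 16.9% of OXJ and 8.37% of JXO, mostly at 1 locus from 113368369 to 113368561 with a depth of up to 972249 reads in OXJ and 485448 in JXO and no match to a protein-coding transcript. The bin from 44960001 to 44970000, in *Jarid2*, held 15.1% of OXJ and 7.52% of JXO.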

How the results depend on the processing

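Alternatives called added were chosen after seeing the data. No paired analysis was possible because there was 1 library per cross. Of 53 alternative values of summary results, 49 were scored as within their interval or within 1.5 times the count, 4 as moved and 0 as reversed. Even so, the median log2 ratio of the maternally expressed imprinted list turned from 0.10 to -0.0013 with means of log2 values. Of 10 values of the medians of the maternally and the paternally expressed groups, 7 stayed, 2 moved and 1 reversed. Of 24 shares of bins, 19 stayed and 5 moved. Of 443 values of single transcripts and extensions, 229 stayed, 194 moved without a change of direction and 20 reversed.

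The sense share over exons moved to 97.3% in JXO and 96.5% in OXJ with exons that overlap none of the other strand. The median log2 ratio of JXO over OXJ over all 40 transcripts and extensions moved to 0.13 with the median ratio of 10 kb bins and to 0.025 with the added totals without the 2 deepest bins; that of the maternally expressed ones turned to 0.12 with the values as deposited. By the share of bases covered, the Table 1 strand held 51.4% (JXO) and 50.4% (OXJ) at *Blcap* and 49.4% and 49.6% at *Nnat*.

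The ratio of an extension to its upstream gene crossed 1 for *Nespas* in JXO with 2 kb upstream (0.871), 1 kb around the SNP (0.880) and the median over 100 bp bins (0.966); for *Rtl1as* with the SNP (0.815 in JXO, 0.743 in OXJ), whose window lies 50.1% inside the extension, and in OXJ with log2 means (0.964) and medians (0.961); for *Peg3* in OXJ with the SNP (0.900) and log2 means (0.948); and for *Peg12* in JXO with log2 means (1.48) and medians (2.69). The ratio of the level past the end to that before it crossed 1 for *Meg3* with 5 kb (3.45 in JXO, 2.37 in OXJ), for *Rtl1as* with log2 means (0.809, 0.879) and for *Snurf* in OXJ with 1 kb (1.25). For each of these changes the cause was not tested.

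Depth limits low levels: 3 reads over a base are worth a level of 1.74 in OXJ and slightly more in JXO.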

Differences from the paper's values

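Table 1 and Table 2 list reads of either allele; the paper's value given here is that of the allele it counts more often, and the value computed here is all reads over the SNP on both strands. The alternatives set before the data were examined are the mean over 50 bp around the SNP and the Table 1 strand alone, and only those named below bring a value within 1.5 times the paper's.

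At *H19* the paper's reads are 7298 in JXO and 5969 in OXJ, and 12306 and 13883 were found here; neither alternative closes the gap. At *Blcap* in JXO the paper's value is 42 and 73 were found, with neither alternative closing the gap unless the paper's reads of both alleles are summed, where the 50 bp mean, 65.9, does. At *Nnat* in JXO the paper's value is 48 and 91 were found; neither alternative closes the gap. At *Igf2as* the paper's values are 36 in JXO and 55 in OXJ, and 58 and 36 were found; the 50 bp mean, 51.3, closes the gap in JXO, and no alternative does in OXJ. At *Kcnq1ot1* in JXO the paper's value is 14 and 22 were found; both alternatives, 20.6 and 21, close the gap. At *Mest* in JXO the paper's value is 300 and 455 were found; the Table 1 strand alone, 446, closes the gap and the 50 bp mean does not; with the paper's reads of both alleles summed, 309, there is no such gap. For the following, neither alternative closes the gap: *Peg13*, the paper's 15 in JXO and 52 in OXJ against 53 and 15 here; *Slc38a4*, the paper's 143 and 355 against 399 and 147; *Snrpn* and *Snurf*, which share a SNP, the paper's 31 and 56 against 57 and 33; *Zdbf2*, the paper's 11 and 35 against 36 and 11; and the *Peg12* extension, the paper's 10 and 23 against 24 and 10.

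With the reads of JXO and OXJ exchanged in the paternally expressed transcripts, a setting chosen after seeing the values, only *H19* stays more than 1.5 times apart and none of the 32 transcripts is dropped. Spearman's rho across transcripts with the paper's reads of both alleles summed is then 0.997 in JXO and 0.999 in OXJ. All 21 paternally expressed transcripts of Table 1 and all 4 paternally expressed extensions of Table 2 are closer with the exchange, and 9 of 11 maternally expressed transcripts, with 2 ties, and all 4 maternally expressed extensions are closer without it. The AF values of Table 1 match the allele counts under the column headings, within 0.01, in 13 of the 21 paternally expressed transcripts and in all 21 after the exchange, and in all 11 maternally expressed ones under the headings and 10 of these after the exchange.

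The paper gives *Blcap* on (−), while at its SNP the (+) strand held 86.3% of the signal in JXO and 80.3% in OXJ; the exons of *Blcap* had their signal on (−). The paper states that no transcript was seen between *Mirg* and *Dio3*, where the (−) strand held 30699 reads in JXO and 22362 in OXJ, nearly all in 1 narrow peak. That peak lies on the strand opposite to *Mirg*. Its sequence matched *Rpl10* at 99.9% identity, so reads shared with copies of that gene are a candidate explanation, and the peak need not contradict the paper.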

Other observations

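The tests at *Blcap* and that of strain variants in the maternally expressed transcripts were chosen only after the result was seen, and the test near and away from the listed SNP was not.

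*Col1a2*, a collagen gene of fibroblasts, had an exon level of 583 in JXO and 388 in OXJ, and the proteoglycan genes *Dcn* and *Lum* had 22.9 and 25.9 and 18.9 and 15.5; these 3 of 20 fibroblast genes lay in the stretches, with a median log2 ratio of 0.10 (percentile 14.9 among random lists of like level). The cartilage collagen *Col2a1* had 423 and 361 and the cartilage regulator *Sox9* 2.96 and 3.53. The neural intermediate filament gene *Nes* had 340 and 155 and the transcription factor *Sox2* 1.27 and 1.22. The X inactivation RNA *Xist* had 91.6 and 87.0, and the Y-linked *Ddx3y* 0.0982 and 0.0742 and *Eif2s3y* 0.110 and 0.0278, with a median log2 ratio of the X and Y list of 0.13 (percentile 36.3). Of 8 germ cell and pluripotency genes, *Ddx4* had 0.980 and 4.14 and the other 3 inside the stretches, *Dppa3*, *Pou5f1* and *Zfp42*, no read in either library, which is absent RNA or sequence that was not kept. The macrophage integrin *Itgam* had 0.520 and 0.209. The cell cycle, skeletal muscle, endothelial and epithelial lists had 0 genes inside the stretches.

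The maternally expressed imprinted list had a median log2 ratio of JXO over OXJ of 0.10 (percentile 3.40) and the paternally expressed list one of 0.40 (percentile 90.3), against 0.23 for all genes with signal. With means of log2 values the medians of these lists were -0.0013 (percentile 1.63) and 0.28 (percentile 78.3), so the sign of the first turned. Over exons the highest levels of the maternally expressed list were those of *H19*, 7469 in JXO and 8112 in OXJ, *Grb10*, 614 and 486, *Rian*, 233 and 179, and *Ube3a*, 219 and 117; of the paternally expressed list, those of *Igf2*, 765 and 464, *Slc38a4*, 339 and 141, *Impact*, 172 and 145, and *Mest*, 169 and 106. Of 15 SNPs of ambiguous or control transcripts in Fig. 3A, 3 had signal in both libraries: *MegDT5*, the myotubularin gene *Mtm1*, with a (+) strand level of 2.19 in JXO and 1.02 in OXJ, and the splicing factor gene *Zrsr2*, with 2.62 and 2.39 on (−). The others had no read within 2 kb on either strand. The paper took its SNPs from bases covered by at least 10 reads, so these zeros are not a measurement of silence.

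Among 10 kb bins, the largest log2 ratios of JXO over OXJ were 3.34 on chromosome 7 from 69330001, 2.95 in *Kcnq1* on chromosome 7 from 150390001, 2.75 in *Trappc9* on chromosome 15 from 72630001, which holds the *Peg13* SNP, 2.64 on chromosome 7 from 69070001 and 2.62 on chromosome 7 from 68430001. The lowest were -3.87 in *Ddx4* on chromosome 13 from 113400001, -2.60 in *Il31ra* from 113330001, -2.11 in *Wt1* on chromosome 2 from 104970001, -2.03 in *Ddx4* from 113390001 and -1.56 in *Clmn* on chromosome 12 from 106020001.

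At the *Blcap* SNP, signal of the (−) strand lies opposite an exon of *Nnat*. Strand errors from *Nnat* RNA are argued against, because only 2 of 228 protein-coding genes in OXJ (0.877%) and 2 of 232 in JXO (0.862%) with no annotated gene opposite had an antisense share as high as the lower bound found there. Unspliced *Blcap* RNA is a candidate explanation: *Blcap* introns away from *Nnat* had 57.3% of the (−) strand level around the SNP in JXO and 50.6% in OXJ. No other explanation was tested.

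Paternally expressed transcripts had higher ratios of JXO over OXJ than maternally expressed ones. The gap between the groups was 0.38 within 100 bases of the listed SNP (95% bootstrap interval -0.24 to 0.67, which includes 0). The bootstrap takes the transcripts as independent, although several lie in the same domain. Farther away in the same 29 transcripts the gap was 0.73 (0.33 to 1.14), a difference of -0.35 (-0.99 to -0.01). This met the limit set in advance against strain variants, but that limit was wrongly set: the listed SNPs are sites where JF1 reads aligned, and at the number of SNPs that the paper gives for the JF1 genome the windows away from them hold 16.5 variants each on average, so loss of JF1 reads need not widen the gap near the listed SNP. Such loss would also lower the maternally expressed transcripts in JXO, whose median with the median 10 kb bin set equal was -0.27 (95% interval -0.59 to 0.07), so strain variants stay open. The father of the cross and differences between the 2 embryos or cultures stay open as untested, and with 1 library per cross these cannot be told apart.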
